# Genome-wide methylation data from *R1* (wild-type) and the transgenic *Dnmt1^Tet/Tet^* mouse embryonic stem cells overexpressing DNA methyltransferase 1 (DNMT1)

**DOI:** 10.1016/j.dib.2020.106242

**Published:** 2020-09-01

**Authors:** Sonal Saxena, Sumana Choudhury, K. Naga Mohan

**Keywords:** Epigenetics, Schizophrenia, Reduced representation bisulfite sequencing (RRBS), Next generation sequencing (NGS)

## Abstract

Defects in epigenetic mechanisms are well-recognized in multiple neurodevelopmental disorders including Schizophrenia (SZ). In addition to aberrant epigenetic marks, dysregulated epigenetic machinery was also identified among the contributory factors in SZ patients. Among these, overexpression of DNA methyltransferase 1 (DNMT1) was the first to be identified. In this context, *Dnmt1^tet/tet^* (*Tet/Tet*), a mouse embryonic stem cell (ESC) line that overexpresses DNMT1 in ESCs and neurons, was developed to study abnormal neurogenesis. In an attempt to understand whether DNMT1 overexpression is associated with aberrant DNA methylation, we compared the genome-wide methylation levels of *R1* (wild-type) and *Tet/Tet* ESCs and their neuronal derivatives by RRBS. The RRBS data (GSE152817) showed an average mappability of ∼59% and an average coverage of 40X per locus. The data was processed to determine the methylation percentages of target genes and was visualized using the UCSC genome browser. The observed methylation differences were validated by Combined Bisulfite Restriction Analysis (COBRA). The methylome data described here can be used to study the relationship between DNMT1 overexpression, alterations in methylation levels and dysregulation of SZ-associated genes.

## Specifications Table

**Table:** 

Subject	Neurogenetics
Specific Area	Psychiatric epigenetics
Type of data	Tables, Raw sequencing data
How data was acquired	Genomic DNAs were isolated, digested with MspI, gel-purified, treated with bisulfite and subjected to sequencing by RRBS method to obtain 40X coverage of the individual CpG islands
Data format	Raw (files): FASTQ files
	Analyzed (files): bedGraph files
Parameters for data collection	R1 and Dnmt1^tet/tet^ (Tet/Tet) mouse embryonic stem cell lines, Reduced Representation Bisulfite Sequencing, bedGraph files for data visualization.
Description of data collection	Genomic DNAs from the cells above were digested with MspI, ligated to adapters, bisulfite converted and amplified to generate sequencing libraries by RRBS protocol. The libraries were sequenced by Next Generation Sequencing.
Data source location	Birla Institute of Technology and Science, Pilani Hyderabad Campus Hyderabad, India
Data accessibility	Repository name: Gene Expression OmnibusData identification number: GSE152817Direct URL to data: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE152817Raw data links for reviewer access: 1. *R1* and *Tet/Tet* ESCs:https://epiquest.s3.amazonaws.com/epiquest_zr2736/VO8JI2S1LTLRLHuw2554zyxzv4W2JN/zr2736_download_fastq.txt 2. *R1* and *Tet/Tet* neurons:https://epiquest.s3.amazonaws.com/epiquest_zr2544/YEZXTG7LQML2WYT6YEWAYRQTXV34AKZ5/09092019_new_rbs/zr2544_download_fastq.txt
Related research article	S. Saxena, P.A. Maroju, S. Choudhury, A. Anne, K.N. Mohan, Analysis of transcript levels of a few schizophrenia candidate genes in neurons from a transgenic mouse embryonic stem cell model overexpressing DNMT1, Gene. 757 (2020) 144934. https://doi.org/10.1016/j.gene.2020.144934.

## Value of the Data

• The dataset described here provides genome-wide DNA methylation patterns at single nucleotide level among CpG islands located at the promoter regions, gene bodies and intergenic regions of *R1* (wild-type) and the transgenic *Dnmt1^tet/tet^* (*Tet/Tet*) ESCs and their neuronal derivatives.
• Since DNMT1 overexpression is one of the etiological factors for schizophrenia (SZ), the RRBS data generated helps in studying the epigenetic basis of DNMT1 overexpression in abnormal neurogenesis.
• The bedGraph files allow visualization of the methylation levels of desired sites in the genome and their comparison across different cell types.

## 1 Data Description

This manuscript describes methylome datasets generated using Reduced Representational Bisulfite Sequencing (RRBS) of genomic DNAs from mouse embryonic stem cells (ESCs) and neurons obtained through their differentiation. The data can be accessed from the Gene Expression Omnibus database with accession number GSE152817. These data were obtained for *R1* (wild-type) ESCs and the transgenic *Dnmt1^tet/tet^* (*Tet/Tet*) ESCs and their respective neuronal derivatives. 

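The data comprised 4 RRBS libraries, 1 for each of R1 ESCs, Tet/Tet ESCs, R1 neurons and Tet/Tet neurons. With 1 library per condition there was no spread between replicates to set a difference against, and no test between conditions was made. R1 is a wild-type mouse ESC line, and the Tet/Tet line was made from it by placing tet-off constructs at Dnmt1. For neurons, the paper's methods give 2 days as embryoid bodies and 10 to 12 days of neural differentiation, while the sample labels give up to 15 days. The ESC libraries belonged to one sequencing project and the neuron libraries to another, so cell type and sequencing project cannot be told apart, whereas each R1 library was in the same project as its Tet/Tet counterpart. The labels also describe a column kit for the DNA of neurons, where the paper describes phenol and chloroform extraction. In RRBS, genomic DNA is cut with MspI at CCGG, which enriches for CpG-rich fragments, and bisulfite converts unmethylated cytosines so that they are read as thymines. The authors trimmed the reads, mapped them to mm10 with Bismark, called each CpG with MethylDackel and deposited, for each library, the percent of reads that reported cytosine at each CpG. The tables give no read counts. The number of reads behind each value is therefore unknown, every site was weighted equally, and no interval or read minimum that needs the depth was applied. The table of R1 ESCs listed 2311939 CpG sites, that of Tet/Tet ESCs 2936767, that of R1 neurons 5298360 and that of Tet/Tet neurons 3979487. Every site listed on chromosomes 1 to 19, X and Y was the first base of a CpG on the forward strand of the mm10 sequence, so each CpG had 1 value. For Tet/Tet neurons, chromosome 7 beyond position 55762981, chromosomes 8 and 9, and chromosome 10 before position 128096803 had no listed site here and were not analysed. The count of that library is therefore for the remaining part and may not be its full count. The part of chromosomes 1 to 19, X and Y that was analysed holds 81.5% of their CpGs. In that part R1 neurons listed 4248677 sites and Tet/Tet neurons 3976676. Levels were compared over the 1545651 CpG sites listed in all 4 libraries unless stated otherwise. The intervals given with genome-wide means come from 1000 resamplings of blocks of 1 Mb. They cover variation along the genome and not variation between cultures.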

A total of four RRBS data files, *viz.,* GSM4626846 (*R1* ESCs), GSM4626847 (*Tet/Tet* ESCs), GSM4626848 (*R1* neurons) and GSM4626849 (*Tet/Tet* neurons) were deposited. The data includes the raw reads of all the samples for both paired-end read orientations (read 1 and read 2) in FASTQ format. The sequenced data were deposited at NCBI Sequence Read Archive with accession number SRP267969 under the BioProject accession number PRJNA640537. In order to confirm the integrity of the uploaded datafiles, their md5checksum values were examined (Table 1).

**Table 1:** Details of the files included in the dataset.

Accession Number	Description	File Type	File Names	File Checksum
GSM4626846	*R1* ESCs	FASTQ	zr2736_1_R1.fq	b74d3a9436fa4992572be1b228084e8b
		FASTQ	zr2736_1_R2.fq	7dcc6fe3e612bfed313c1495af9fd30c
		bedGraph	R1 ES RRBS meth calling new.txt	ccf1fee1702c5976894e0c349086f3b4
GSM4626847	*Tet/Tet* ESCs	FASTQ	zr2736_2_R1.fq	0178f0a3d64550dd430b8dfec82912c1
		FASTQ	zr2736_2_R2.fq	e0306f9cbba075f6778b2a0ec94b4781
		bedGraph	Tet ES RRBS meth calling new.txt	1d83c72cc6d335dfe2dac393b3c78e58
GSM4626848	*R1* neurons	FASTQ	zr2544_1_R1.fq	07091d6141e21f079032097199887fa5
		FASTQ	zr2544_1_R2.fq	71aa2e738e249c86639a768bd3ccb468
		bedGraph	R1 neu RRBS meth calling new.txt	7d8e6f71c8c8c2370fbf52946c2e245e
GSM4626849	*Tet/Tet* neurons	FASTQ	zr2544_2_R1.fq	0720d0140ca114e712fdaf55553a2027
		FASTQ	zr2544_2_R2.fq	282d3954c0a397f5ddd16de18d9d7b9f
		bedGraph	Tet neu RRBS meth calling new.txt	e015fcd49cae521b8d5923ea46cfede0

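The listed sites made up 10.6% of the CpGs of the mm10 sequence in R1 ESCs, 13.4% in Tet/Tet ESCs, 24.2% in R1 neurons and 18.2% in Tet/Tet neurons, for which part of the genome was not analysed here. CpG islands were called on that sequence by a length above 200 bp, a GC content of at least 50% and an observed over expected CpG ratio above 0.6, which gave 27125 islands. At least 1 listed site fell in 75.6% of the islands in R1 ESCs, 77.8% in Tet/Tet ESCs and 81.6% in R1 neurons. In Tet/Tet neurons the share was 81.0% of the 22142 islands in the analysed part. A promoter was taken as 1 kb on either side of the start of a protein-coding gene of the GENCODE annotation, with 21938 genes in all. Listed sites were present in 75.2% of promoters in R1 ESCs, 78.7% in Tet/Tet ESCs, 84.5% in R1 neurons and 83.3% of 17749 in Tet/Tet neurons. The definition of a promoter moved these shares most. With 1 kb upstream only, R1 ESCs had listed sites in 60.8% of promoters. MspI fragments of 40 to 220 bp, as cut from the sequence, held 46.7% of the listed sites in R1 ESCs and 38.6% in Tet/Tet ESCs, against 23.6% in R1 neurons and 25.0% in Tet/Tet neurons. The neuron libraries thus listed a larger part of their sites outside such fragments than the ESC libraries did.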

The present dataset was obtained by classic RRBS which covers ≥ 70% of the CpG islands (CGIs) and > 75% of all gene promoters and 1.5 – 2.0 million unique CpG sites that can be identified [1]. A total number of 92.6 – 153.7 million reads were generated from all four samples with 99% conversion rate and 56.8 – 58.7% mappable reads (Fig 1A). Overall, an average coverage of 40X per locus was achieved with Phred Scores > 20 corresponding to > 99% accuracy (Fig 1B). The distribution of RRBS-sequences containing converted and unconverted cytosines for the four cell types suggested that the qualitative distribution of the sequences from 1 kb upstream to 1 kb downstream of the transcription start sites (TSS) is similar (Fig. 1C). 

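Because the read numbers of Fig. 1C are not columns of the deposited tables, the distribution was taken from the number of listed CpG sites. It was computed in steps of 20 bp around 45009 start sites, 1 per annotated gene, in the part of the genome analysed for all 4 libraries. In each library the most sites were listed in the step centred 30 bp downstream of the start site. Sites within 100 bp of the start site were more frequent than sites at the outer 100 bp of the window by 5.67 times in R1 ESCs, 5.36 times in Tet/Tet ESCs, 4.51 times in R1 neurons and 4.55 times in Tet/Tet neurons. The R1 and Tet/Tet curves of neurons lay closer together than those of ESCs did. With the start sites of all transcripts, the ratio was 6.37 in R1 ESCs and 4.92 in R1 neurons, and the step with the most sites was centred 10 bp upstream in each library. With protein-coding genes only, the ratio moved most, to 7.06 in R1 ESCs and 5.55 in R1 neurons. Over each library's own listed sites, which differ between libraries, the mean methylation within 100 bp of the start site was 5.28% in R1 ESCs, 6.21% in Tet/Tet ESCs, 17.05% in R1 neurons and 4.34% in Tet/Tet neurons. At the outer 100 bp it was 10.9%, 12.9%, 37.1% and 6.61% in the same order.

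**Figure D1:**
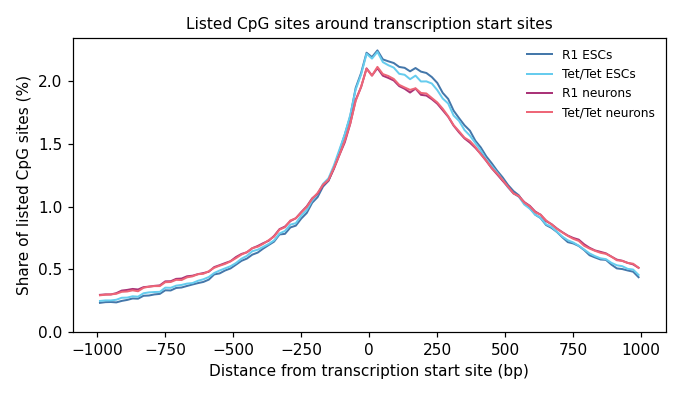
Share of each library's listed CpG sites (%, vertical axis) by distance from the transcription start site (bp, horizontal axis, downstream to the right), in steps of 20 bp for the 4 libraries. All 4 curves peak near the start site, and the ESC curves stand 5.67 and 5.36 times above their edges against 4.51 and 4.55 times for neurons.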

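Mean methylation over the shared sites was 26.8% (95% interval 26.3% to 27.2%) in R1 ESCs and 28.1% (27.6% to 28.6%) in Tet/Tet ESCs. It was 53.3% (52.7% to 53.9%) in R1 neurons and 10.9% (10.8% to 11.1%) in Tet/Tet neurons. Tet/Tet ESCs were thus 1.35 percentage points above R1 ESCs (95% interval 1.26 to 1.43), while from R1 to Tet/Tet neurons the mean fell by 42.4 points (95% interval -42.9 to -41.9). Both intervals exclude 0, but neither says how far 2 cultures of one line would differ. The alternative that moved the difference in ESCs most was the use of each library's own sites, which gave 4.66 points. The mean absolute difference per site was 9.88 percentage points between R1 and Tet/Tet ESCs and 43.2 between R1 and Tet/Tet neurons. It was 28.1 between R1 ESCs and R1 neurons and 20.7 between Tet/Tet ESCs and Tet/Tet neurons. Sampling of reads also gives differences at single sites, and its share in these values cannot be worked out without the depth. Over the 833612 shared sites inside MspI fragments of 40 to 220 bp, the value for the ESC pair was 4.67 points and that for the neuron pair 33.0. This restriction was chosen after seeing the data. In a principal component analysis of the percentages, centred per site, the first component held 72.7% of the variance and set R1 neurons (score 39365) against Tet/Tet neurons (score -31418), with R1 ESCs at -5219 and Tet/Tet ESCs at -2728 between them. The second component, with 17.8% of the variance, set both ESC libraries against both neuron libraries. The third, with 9.52%, set R1 ESCs (score -12579) against Tet/Tet ESCs (score 13336). Its share was 14.1% with scaling and 9.61% without CpG islands, but 3.21% in MspI fragments and 2.26% over 1 kb tiles. Together the components part any libraries whose values differ, so this split alone does not show more than sampling of reads. The paper draws its statement about both pairs of R1 and Tet/Tet libraries from their places in Fig. 1D.

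**Figure D2:**
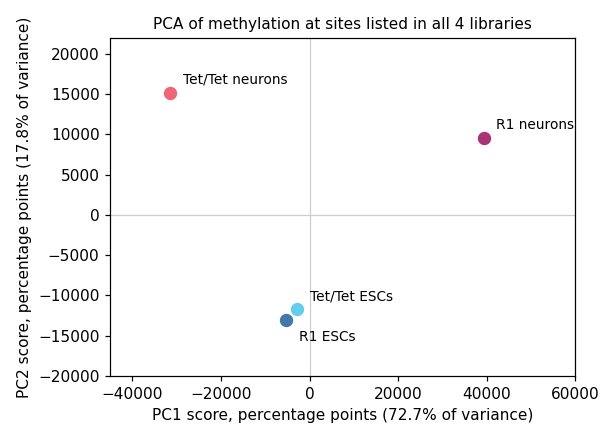
Scores of the 4 libraries on the first (horizontal axis) and second (vertical axis) principal component of methylation percentages, in percentage points along each component, 1 point per library. R1 neurons and Tet/Tet neurons stand at opposite ends of the first component, and the ESC libraries lie between them and near each other.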

Principal component analysis revealed that methylation differences exist between *R1* and *Tet/Tet* ESCs and, between *R1* and *Tet/Tet* neurons (Fig. 1D).

**Fig. 1:**
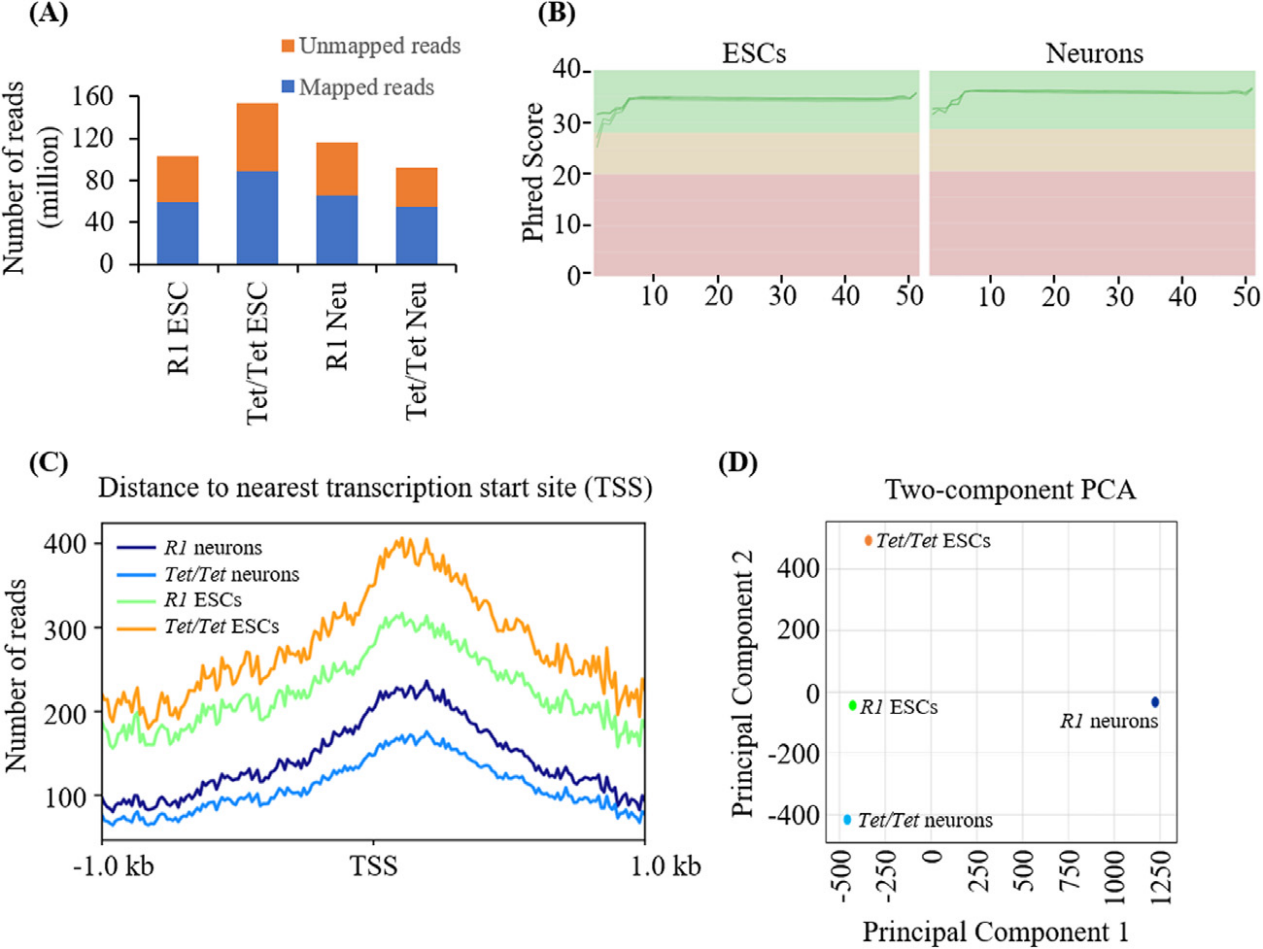
Broad features of RRBS sequencing data from *R1* and *Tet/Tet* ESCs and their corresponding neurons. (A) Number of reads obtained and the proportion of mappable reads in the four cell types. Millions of reads are shown in Y axis against the different cell types on the X-axis. (B) Phred Scores of the RRBS data from the four samples. (C) Distribution of the identified CpG sites with respect to the transcription start sites. (D) Two-component Principal Component Analysis (PCA) of *R1* ESCs, *Tet/Tet* ESCs, *R1* neurons and *Tet/Tet* neurons.

Processed data in the form of bedGraph files were provided as supplementary data associated with the accession number GSE152817 (Table 1, GSE152817_RAW.tar). These files were uploaded in the UCSC genome browser for visualization of the RRBS data. 

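Dnmt1 (ENSMUSG00000004099.16) lies on the minus strand of chromosome 9 of mm10 from 20907209 to 20959888. The first exon of its transcript ENSMUST00000004202.16 covers 272 bp upward from position 20952708 and sits in a CpG island of 47 CpGs from 20952543 to 20953008. The tables of R1 ESCs, Tet/Tet ESCs and R1 neurons were read here, and Tet/Tet neurons were not analysed at this locus. The paper's text gives a length of 288 bp for its region and no coordinates. The 288 bp from the start of the first exon in the direction of transcription, down to position 20952692, were therefore used, and hold 26 CpGs in the sequence. Of these, R1 ESCs listed 12, Tet/Tet ESCs 25 and R1 neurons 25. Mean methylation of the listed sites was 1.82% in R1 ESCs, 22.9% in Tet/Tet ESCs and 0.708% in R1 neurons. No site exceeded 6.58% in R1 ESCs or 6.45% in R1 neurons, and the highest in Tet/Tet ESCs was 57.1%. At the 11 sites listed in both ESC libraries the means were 1.88% and 11.9%, a difference of 10.1 percentage points with an SD over sites of 17.8. A 95% interval from this SD, with the sites taken as independent, reaches 10.5 points to either side of the mean difference and includes 0. Neighbouring sites may not be independent, so the interval may be too narrow. Of these sites, 7 were higher and 3 lower in Tet/Tet ESCs. Nearly all of the difference came from 3 sites, where the values in R1 and Tet/Tet ESCs were 4.69% and 25% at position 20952740, 0.228% and 50% at position 20952752 and 5.86% and 42.9% at position 20952829. The other 8 sites differed by less than 2 points each. Across all windows of 288 bp within the 500 bp shown in Fig. 2A, the mean difference ran from 4.08 to 15.0 points. The depth at these sites is unknown, and R1 ESCs listed no site of the window above position 20952829.

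**Figure D3:**
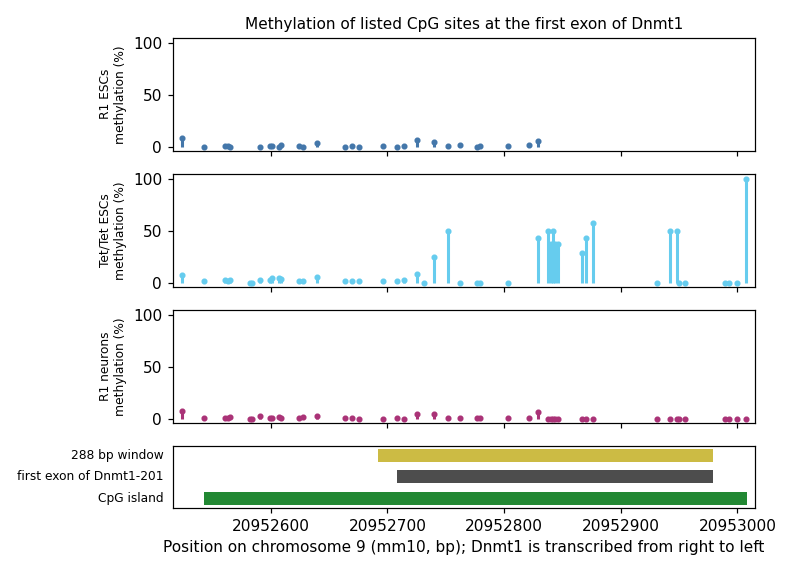
Methylation of each listed CpG (%, vertical axis) against position on chromosome 9 of mm10 (bp, horizontal axis) for R1 ESCs, Tet/Tet ESCs and R1 neurons, with the 288 bp window, the first exon and the CpG island drawn to scale. Sites above 6.45% in the window are seen in Tet/Tet ESCs only, apart from 1 site at 6.58% in R1 ESCs.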

As an example, Fig. 2A shows the methylation levels of the CpG sites visualized by querying for the gene *Dnmt1*. Upon focusing on the promoter region, we observed ∼25% increase in methylation of a 288 bp region downstream to the *Dnmt1* promoter in *Tet/Tet* neurons (Fig 2A). Using the same procedure, genome-wide DNA methylation levels can be studied and target genes with dysregulated methylation patterns can be identified.

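Methylation was averaged over the CpG sites of each annotated gene, from its start to its end, that were listed in both libraries compared. Genes with at least 20 such sites were kept. In ESCs, 477 of 17001 genes were at least 10 percentage points higher in Tet/Tet than in R1, and 93 were lower by as much. The median difference was 0.622 points. In neurons, over the part of the genome analysed, 1 of 17300 genes was higher in Tet/Tet than in R1 by that much and 15801 were lower, with a median difference of -49.7 points. Restricting sites to 1 kb around the start site moved these counts most among the alternatives set in advance, to 82 higher and 27 lower of 13561 genes in ESCs and 3 and 3673 of 13158 in neurons. No p-value was computed, since the read counts behind the percentages are not given. Positions below are on mm10. Among protein-coding genes, Ensa (ENSMUSG00000038619.12, chromosome 3, 95624993 to 95632102) had the largest rise in ESCs, from 6.39% to 58.8% over 20 sites. The rise in Ensa was 4.72 points over its sites listed in all 4 libraries, a restriction chosen after seeing the data. The imprinted gene Mest (ENSMUSG00000051855.15, chromosome 6, 30723547 to 30748465) rose from 16.4% to 54.2% over 69 sites, and AU022751 (ENSMUSG00000073294.4, chromosome X, 6081219 to 6083419) rose from 12.98% to 47.5% over 58 sites. Resampling stretches of 100 bp gave a 95% interval of 2.58 to 90.5 points for the rise in Ensa, 23.0 to 50.8 for Mest and 27.4 to 40.5 for AU022751. The interval for Ensa rests on 6 stretches. These genes and those named below were picked by the size of the same differences. Their intervals do not allow for that choice, so an interval that leaves out 0 is no test. The largest fall was in Samd11 (ENSMUSG00000096351.2, chromosome 4, 156246966 to 156255657), from 65.7% to 36.4% over 36 sites. Mybl2 (ENSMUSG00000017861.11, chromosome 2, 163054687 to 163084688) fell from 32.6% to 8.29% over 110 sites, and Zfp872 (ENSMUSG00000074472.10, chromosome 9, 22188090 to 22202123) fell from 41.3% to 17.1% over 25. The 95% intervals were -37.0 to -21.4 points, -37.3 to -14.6 and -43.0 to -12.6 in the same order. Restricted to MspI fragments, after seeing the data, the differences were smaller and outside these intervals. They were -19.8 points in Samd11, -8.02 in Mybl2 and -8.17 in Zfp872, the last 2 short of 10 points. The rises in Mest and AU022751 stayed inside their intervals there. With CpG islands left out, also chosen after seeing the data, Mybl2 differed by -45.2 points. Within 1 kb of its start site, Mybl2 differed by -0.595 points. In neurons the largest fall was in F13b (ENSMUSG00000026368.6, chromosome 1, 139501702 to 139523752), from 100% to 4.32% over 22 sites. Zfp626 (ENSMUSG00000030604.9, chromosome 7, 27807196 to 27822916) fell from 94.8% to 0% over 20 sites, and Gal3st2b (ENSMUSG00000093805.7, chromosome 1, 93918311 to 93942650) fell from 96.6% to 2.67% over 20. Every site of these 3 genes was lower in Tet/Tet neurons. The largest rises in neurons were 15.8 points in Sfr1 (ENSMUSG00000025066.10, chromosome 19, 47731682 to 47735588), 7.90 in Zfp639 (ENSMUSG00000027667.13, chromosome 3, 32510259 to 32520833) and 5.82 in Hist3h2a (ENSMUSG00000078851.4, chromosome 11, 58954685 to 58956830). In Sfr1, 20 sites were higher and 4 lower in Tet/Tet neurons, against 23 and 27 in Zfp639 and 5 and 11 in Hist3h2a, so that more sites fell than rose in the last 2. The 95% interval over stretches of 100 bp includes 0 for each of these rises, and Hist3h2a changed sign with 1 site per 100 bp (-5.98 points). Zfp639 and Hist3h2a also changed sign when the sites were restricted to MspI fragments, an alternative chosen after seeing the data.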

**Fig. 2:**
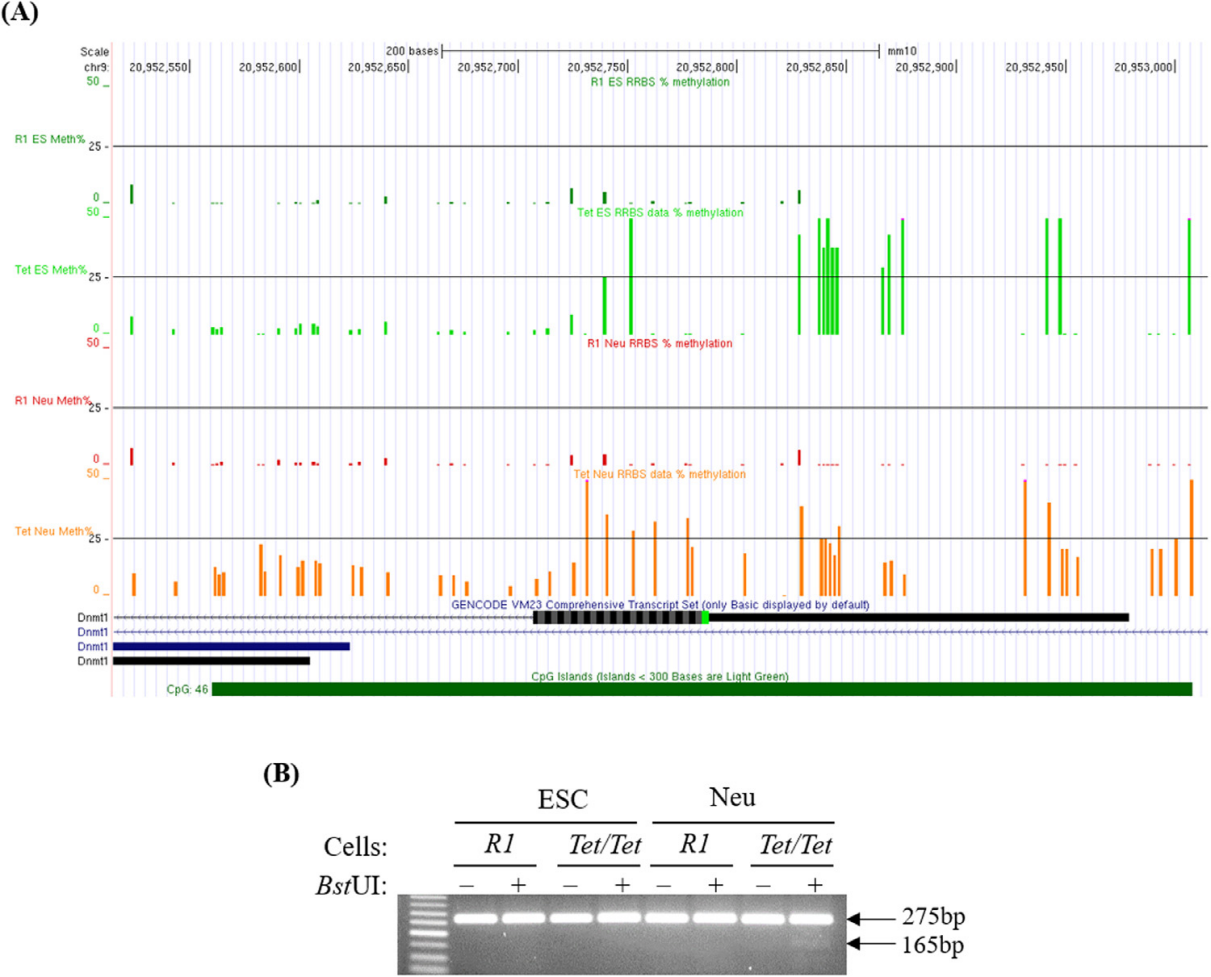
Use of RRBS data in identifying DNA methylation in promoters of genes of interest. (A) DNA methylation data for *Dnmt1* promoter in ESCs and neurons from *R1* and *Tet/Tet* cells viewed in UCSC browser. (B) Validation of DNA methylation data by Combined Bisulfite Restriction Analysis (COBRA). Agarose gel electrophoresis of bisulfite PCR products obtained from biological replicates of ESCs and neurons from *R1* and *Tet/Tet* cells using primers for the indicated 288 bp region. +: reaction mixture was incubated with *Bst*UI enzyme, -: no enzyme control. The presence of a faint 165 bp fragment confirms presence of methylated CpGs in the analyzed genomic region in the DNA from *Tet/Tet* neurons.

## 2 Experimental design, materials and methods

The *Dnmt1^tet/tet^* ESC line is a transgenic cell line obtained by knocking in *tet-off* constructs downstream to the *Dnmt1* (DNA methyltransferase 1) promoter of the *R1* ESCs (wild-type) [2]. The cassettes were upstream to the translation start site located in the exon1 of *Dnmt1*. 

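In the GENCODE annotation of mm10, the start codon of transcript ENSMUST00000004202.16 of Dnmt1 lies at 20952785 to 20952787 on chromosome 9, within the first exon of 272 bp. The exon is transcribed from the minus strand. Its sequence on the plus strand, from position 20952708, is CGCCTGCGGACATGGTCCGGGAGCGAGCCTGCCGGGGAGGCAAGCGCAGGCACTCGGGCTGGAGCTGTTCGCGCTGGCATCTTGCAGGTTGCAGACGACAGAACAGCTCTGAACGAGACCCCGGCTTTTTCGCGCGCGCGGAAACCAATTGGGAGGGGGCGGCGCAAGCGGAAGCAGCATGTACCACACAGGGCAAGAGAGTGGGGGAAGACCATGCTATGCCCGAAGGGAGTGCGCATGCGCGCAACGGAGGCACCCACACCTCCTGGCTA. It holds 25 CpGs, of which R1 ESCs listed 11, Tet/Tet ESCs 24 and R1 neurons 24. Within 1 kb of the start of this exon, the 38 sites listed in these 3 libraries had a mean methylation of 2.06% in R1 ESCs, 7.11% in Tet/Tet ESCs and 2.28% in R1 neurons. Over the whole gene the 169 sites listed in all 3 had means of 39.3%, 35.2% and 72.2%.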

As a result, the *Tet/Tet* ESCs overexpressed DNMT1 and the resultant neurons also showed increased levels of the enzyme [3]. The main purpose of the study was to generate nucleotide level information on the cytosine methylation levels of the genomes of *R1* ESCs, *Tet/Tet* ESCs, *R1* neurons and *Tet/Tet* neurons. 

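Over the sites listed in all 4 libraries, each CpG was assigned to a promoter (within 1 kb of the start of an annotated gene), else to a gene body, else to intergenic sequence. The 572790 promoter sites had a mean methylation of 5.90% in R1 ESCs, 6.33% in Tet/Tet ESCs, 14.3% in R1 neurons and 4.10% in Tet/Tet neurons. The 597155 gene body sites had means of 35.5%, 37.1%, 72.6% and 14.3% in the same order, and the 375706 intergenic sites had means of 44.7%, 47.0%, 82.4% and 16.0%. The ESC libraries therefore differed by less than 3 percentage points in each class, and the neuron libraries differed most outside promoters. Inside CpG islands, R1 neurons were at 5.43% in promoters, 21.5% in gene bodies and 53.9% in intergenic sequence. Tet/Tet neurons were at 2.69%, 5.84% and 15.0% in those islands. Outside islands, the mean over all classes was 41.9% in R1 ESCs, 44.1% in Tet/Tet ESCs, 81.7% in R1 neurons and 15.6% in Tet/Tet neurons.

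**Figure D4:**
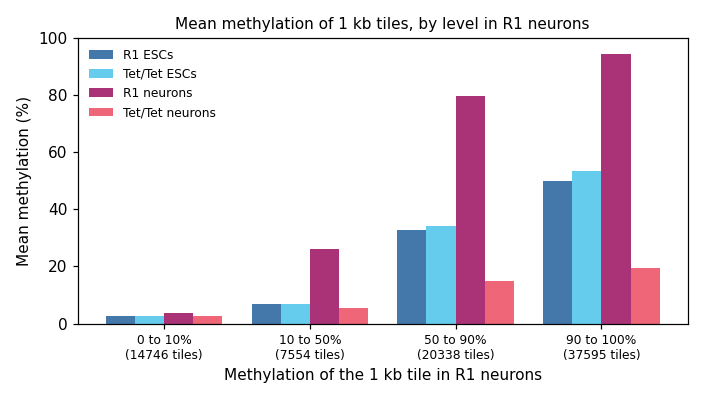
Mean methylation (%, vertical axis) of 1 kb tiles with at least 5 shared sites in each of the 4 libraries, with the tiles grouped by their methylation in R1 neurons (horizontal axis) and the number of tiles under each group. In the group above 90% in R1 neurons, Tet/Tet neurons stand at 19.3% and both ESC libraries near the middle of the scale.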

DNAs from all the four cell types were isolated by standard procedures and subjected to RRBS analysis (Section 2.2). The RRBS data described here enables analysis of DNA methylation levels of target sequences in *R1* and *Tet/Tet* ESCs and neurons. In future, the data enables identification of target DNA sequences subject to differential methylation due to increased DNMT1 levels. Such information is important to study the role of DNMT1 overexpression in abnormal neurogenesis.

### 2.1 Cell culture

All reagents were of tissue culture or molecular biology grade and obtained from vendors such as ThermoFisher (USA), Merck (Germany), Takara Biotech (USA), HiMedia (India) and New England BioLabs (USA). ESCs were grown in ES media (Knockout DMEM/F-12 with 10% ESC-grade FBS, 1X Non-Essential Amino acids, 1X Glutamax, 1X Penicillin/Streptomycin, 100 µM β-meracptoethanol, 10 ng/ml Leukemia Inhibitory factor) till confluence in 0.1% Gelatin coated cell culture dishes. In case of *Tet/Tet* ESCs, the medium was supplemented with G418 (150 µg/ml) and puromycin (1 µg/ml). After reaching confluence, the cells were treated with 1X Trypsin-EDTA for ten minutes to obtain single cell suspensions. The cells were plated onto non-adherent dishes containing embryoid body medium (ES medium without Leukemia Inhibitory Factor) to obtain EBs after two days. The EBs were differentiated using NDiff 227 medium on cell culture-treated dishes for 10–12 days. At the end of 12 days, a majority of the cells differentiated into neurons with well-branched neurites. A more detailed description of the differentiation process is given in Saxena et al. [3,4].

### 2.2 Extraction of DNA and reduced representational bisulfite sequencing (RRBS)

The RRBS was performed at Zymo Research (USA) using genomic DNAs from *R1* and *Tet/Tet* ESCs and their neuronal derivatives. Genomic DNAs were isolated using SDS-proteinase K digestion and phenol: chloroform extraction method and quantified using Nanodrop® [5]. The method followed for generating RRBS data was adapted from Meissner et al. [1]. About 200 ng each of the DNA samples were digested with 30 units *Msp*I and purified using DNA Clean and Concentrator™-5 (Zymo Research). The fragments were ligated to pre-annealed adapters containing 5′-methylcytosine instead of cytosine as per Illumina's specified guidelines. Adapter -ligated fragments were purified using DNA Clean and Concentrator™-5 and then treated with bisulfite using EZ DNA methylation Lightening Kit (Zymo Research). The converted DNAs were amplified with adapter-specific primers. The amplified products were analyzed by bioanalyzer to ensure correct size distribution and the PCR products were sequenced using next generation sequencing technology using Illumina HighSeq 1500 platform.

Sequence reads were identified using Illumina base calling software and the sequences corresponding to the adapters were removed using TrimGalore 0.6.4 software [6]. The effect of trimming and overall quality distributions of the data were assessed by FASTQC 0.11.8 software [7]. The sequences were mapped to mm10 mouse genome using Bismark 0.19.0 software [8]. Methylated and unmethylated read totals for each CpG site were called using MethylDackel 0.3.0 software [9]. Methylation level of each sampled cytosine was estimated as the number of reads reporting a cytosine divided by the total number of reads reporting cytosine or thymine. 

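Single CpG sites were compared by the difference of their percentages alone, because read totals per site are not given in the deposited tables. Of 1992568 sites listed in both ESC libraries, 313839 were at least 10 percentage points higher in Tet/Tet than in R1 ESCs and 218890 were at least 10 points lower. The higher sites made up 58.9% of the differing sites, 55.7% of those that differed by at least 25 points, and 67.8% when the sites were restricted, after seeing the data, to MspI fragments of 40 to 220 bp. Of 3286239 sites listed in both neuron libraries, 42810 were higher and 2327543 lower in Tet/Tet neurons by the same measure, so that 1.81% of the differing sites were higher. A difference of this size at a single site can come from the sampling of reads. In simulated tables with a mean depth of 9 reads, 53% of unchanged sites differed by at least 10 points, against 0.2% of unchanged genes of 30 sites. The simulated depth is not that of these libraries, and the simulated sites of a gene were drawn independently of each other. Sites of 1 gene can lie close together here, so the 0.2% does not give the rate for these genes. Averaging the sites over tiles of 1 kb with at least 5 sites in both libraries, also chosen after seeing the data, gave 16855 tiles higher and 8681 lower in Tet/Tet ESCs among 103856. In neurons, 195 tiles were higher and 177072 lower among 194621.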

In order to identify significant differentially methylated cytosines, Fisher's exact test was performed on sequences with a minimum read coverage of five in each sample with at least 10% difference in the level of methylation. Genes with significant differences in the level of methylation with a *p*-value < 0.05 were identified by summing up all the CpG sites in one gene and the value was used to determine if there is hypomethylation or hypermethylation.

### 2.3 Visualization of methylation data in UCSC browser

The sequence data was converted to bedGraph files and were uploaded as custom tracks in the UCSC genome browser [10]. The methylation levels were displayed in the UCSC browser as vertical bars. For display of methylation levels, the Y-axis in the UCSC settings can be set from 0 to 100 or a desired range, with 100 representing complete methylation (100%) and zero representing no methylation. In order to distinguish the individual tracks, the track files were coded in different colours. The level of methylation for the individual CpG sites for a given genomic region were visualized in the UCSC genome browser by entering the chromosome coordinates or gene name in the query box.

## Validation of methylation differences by Combined Bisulfite Restriction Analysis (COBRA)

The RRBS data generated here and the procedure in general provides an average of 10X - 40X coverage of the target sequences. However, an independent validation of differences in methylation identified by RRBS data is needed as confirmatory evidence. Combined Bisulfite Restriction Analysis (COBRA) is a method that provides an overall estimate of the level of methylation using a larger number of molecules than sampled by RRBS or sequencing of cloned PCR products obtained from bisulfite-treated genomic DNA [11]. In COBRA, specific primers for target sequences under investigation are used to amplify bisulfite-treated DNA. The obtained PCR products are gel-purified for incubation with restriction enzymes containing one or more CpGs in their recognition sites. Unmethylated sequences are converted by bisulfite into uracils and are observed as thymines in the amplified products. Methylated sequences on the other hand are resistant to the conversion and are retained as cytosines and CpGs in the amplified products. Therefore, the extent of digestion of the PCR products by the restriction enzymes mentioned above allows an approximation of methylation levels from a large number of target sequences in the sample. Fig. 2B shows validation of the methylation difference identified in the 500 bp region downstream to the *Dnmt1* promoter in *Tet/Tet* neurons. Agarose gel electrophoresis of samples incubated with the enzyme *Bst*UI (CGCG) suggested digestion of a small proportion of the PCR products obtained from bisulfite treated DNA from *Tet/Tet* neurons but not from the other three cell types. Therefore, the COBRA results confirmed the DNA methylation difference downstream to *Dnmt1* promoter region identified by RRBS (Fig. 2A).

## Declaration of Competing Interest

The authors declare no competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

How the deposited data were processed for this re-analysis (not part of the article)

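RRBS was made of R1 and Tet/Tet mouse ESCs and of neurons derived from each, with 1 library per condition. The authors trimmed adapters with TrimGalore, mapped the reads to mm10 with Bismark, called methylated and unmethylated reads per CpG with MethylDackel, and deposited for each library the percent of reads reporting cytosine at each CpG as a browser track. Values lie between 0 and 100 percent and are not normalized between libraries. The deposited tables hold no read totals, and the paper's text gives a read minimum for its tests and none for the tracks, so the depth per site is unknown. The paper's text gives an average coverage for the libraries, which says nothing of single sites.

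The design set before the data were examined assumed read counts. It named Fisher's exact test per site and per gene, a minimum of 5 reads, and a read-weighted mean. These could not be applied to percentages. In their place, differences of percentages were described, a gene's level was the unweighted mean of its sites, a gene needed at least 20 sites listed in both libraries and a difference of at least 10 percentage points to be counted, and no p-value was computed.

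Everything was computed in Python 3.11.15 with numpy 2.4.6 and numba 0.67.0, and figures were drawn with matplotlib 3.10.9. CpGs, MspI fragments and CpG islands were located on the GRCm38 (mm10) sequence, and genes were those of GENCODE release M21. Chromosomes 1 to 19, X and Y were used. CpG islands were stretches above 200 bp with at least 50% GC and an observed over expected CpG ratio above 0.6. Promoters reached 1 kb to either side of the start site. MspI fragments of 40 to 220 bp stood for the size range of RRBS, a choice made here. Intervals are 95% intervals from 1000 resamplings of blocks of 1 Mb, or of stretches of 100 bp for single genes. The interval at the Dnmt1 window was instead taken from the SD over sites. Each describes variation over sites and not between cultures. The island, fragment, gene and component calculations were tested on simulated data. In 2000 simulated genes of which 200 were changed, 198 of the changed genes and 4 unchanged ones were counted as differing. The simulated sites of a gene were drawn independently of each other, so these counts do not give the error rate for the genes here.

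Tet/Tet was compared with R1 in ESCs and in neurons separately, since the ESC and neuron libraries came from different sequencing projects. Besides Dnmt1, the genes named are the 3 protein-coding genes with the largest rise and the 3 with the largest fall in each comparison, among genes with at least 20 sites. That rule also asked for an adjusted p-value, which could not be computed. Groups of imprinted, pluripotency and germline genes were listed beforehand. The alternatives tried were the chromosomes used, the sites used, the size of the difference, the part of a gene used, the scaling of the principal component analysis, the set of start sites, the window at Dnmt1 and the definition of a covered promoter. Chromosomes 8 and 9 and parts of chromosomes 7 and 10 were not analysed here for Tet/Tet neurons, so no value of that library is given at Dnmt1.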

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

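The tests in this part on shared sites, swapped units, mixed cultures, sequencing project, a swapped library, conversion in R1 neurons and chromosome 1 in neurons were chosen after the results they bear on had been seen. The tests on chromosome 8 and on chromosome 1 in ESCs, and that on uniform loss in bisulfite treatment, were chosen before.

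The difference between Tet/Tet and R1 had opposite directions in ESCs and neurons, and the change in neurons was -43.8 percentage points relative to that in ESCs. It was not tested, since each condition has 1 library. Among 1 kb tiles at 90% or more in R1 neurons, the mean in Tet/Tet neurons was 19.3%, against 49.9% in R1 ESCs and 53.2% in Tet/Tet ESCs. Tiles under 10% in R1 neurons were at 2.61% in Tet/Tet neurons. The direction in neurons is the opposite of the rise in methylation that more DNMT1 might be thought to bring, and the paper's text does not comment on the genome-wide level. Different listed sites do not account for it, since the difference over sites listed in all 4 libraries was -42.4 points. A table holding unmethylated percentages would put CpG islands above 50%, and they were at 4.08% in Tet/Tet neurons. A mixture with undifferentiated cells would lie between ESCs and neurons, and 67.4% of tiles lay below the other 3 libraries. R1 and Tet/Tet neurons were in the same sequencing project, so an effect common to that project does not account for a difference between them. R1 neurons were 26.6 points above R1 ESCs, a comparison in which cell type and project coincide. Incomplete conversion in R1 neurons would raise promoter CpG islands. Their median there was 1.08%, below the 10% set as the mark of this cause, but it was the highest of the 4 libraries, and the mean was 5.43% against 2.43% to 2.69% in the others. The promoter island values leave room for a contribution of a few points and do not account for the size of the difference. Mitochondrial DNA was not part of this test, and its mean was also highest in R1 neurons. It was 15.9% there, against 3.19% in R1 ESCs, 7.37% in Tet/Tet ESCs and 6.27% in Tet/Tet neurons. A contribution larger than the promoter islands allow is therefore left open. The paper states a conversion rate of 99%. For an even loss of methylated cytosines in bisulfite treatment, the prediction set before was a single level in Tet/Tet neurons at sites of 90% or more in R1 neurons, whatever their level in R1 ESCs. Sites at 80% or more in R1 ESCs were 9.08 points higher in Tet/Tet neurons than sites at 20% or less. The prediction assumed that Tet/Tet neurons had the level of R1 neurons at these sites before treatment, which was not tested, so an even loss is not excluded. A library from another cell line could not be told apart. Chromosome 1 was listed in Tet/Tet neurons at 1.08 times the matched expectation, but the same excess was not seen in Tet/Tet ESCs, so it gives no mark of the line. A loss of maintained methylation during differentiation of Tet/Tet cells remains a hypothesis that cannot be separated from such a swap, and the effect of depth was not tested because depth is unknown.

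Chromosomes 1 and 8 each had a higher number of listed sites in a Tet/Tet library, relative to its R1 counterpart and to the expectation described here, than the other autosomes did. The paper does not discuss the number of sites per chromosome. The expected number was taken from CpGs matched for local CpG density, for lying in an MspI fragment and for being listed in the R1 library. In Tet/Tet against R1 neurons, chromosome 1 was at 1.08 times the expectation, while 15 other autosomes ran from 0.974 to 1.03. Of its 10 Mb windows, 95% lay above the autosomal median. In Tet/Tet against R1 ESCs, chromosome 8 was at 1.09 times the expectation, with the other 17 autosomes apart from chromosome 1 between 0.956 and 1.04, and 84.6% of its windows lay above the median. Before matching, relative to the autosomal median, chromosome 1 in neurons was at 1.08 and chromosome 8 in ESCs at 1.08, so matching hardly moved them. After matching, chromosome 1 in neurons and chromosome 8 in ESCs still lay above the range of the other autosomes given here. This argues against CpG density and fragment content, as matched here, as the cause of these values. Matching also set other chromosomes further off, such as X in ESCs, from 0.993 to 0.848, so it does not remove all differences between chromosomes. By the limit set for the test, a few regions do not account for the values. For chromosome 1 in ESCs the excess fell with matching from 1.04 to 1.01 times the expectation, inside the range of the other autosomes, and 60% of windows lay above the median. Between R1 neurons and R1 ESCs, chromosome 8 was at 0.995 times, and the autosomes other than 1 and 8 ran from 0.924 to 1.07, the highest being chromosome 11. Before matching, chromosome 11 was at 0.914 and the highest of these autosomes at 1.045. Libraries of the R1 line alone thus come near the value of chromosome 1 in neurons after matching only. That comparison also crosses cell type and sequencing project. A gain of chromosome 8 in part of the Tet/Tet ESCs is a hypothesis. It was not tested, because read depth per chromosome is unknown, and chromosome 8 was not analysed here in Tet/Tet neurons.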

How the results depend on the processing

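The alternatives on MspI fragments, CpG islands, tiles, sites listed in all 4 libraries, a 25-point difference for genes and genes with at least 5 sites were chosen after seeing the data, and the others before the data were examined. With no replicates and no depth, a value counted as moved when it left the 95% interval over genome blocks, when a count changed by more than 1.5 times, or when a covered share changed by 5 points or more. The cause was not tested for any of the changes below. No direction of a mean difference changed under any alternative run, and Tet/Tet neurons had the lowest mean under each.

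With each library's own sites, means were 29.9% in R1 ESCs, 34.6% in Tet/Tet ESCs, 71.0% in R1 neurons and 12.2% in Tet/Tet neurons, with Tet/Tet minus R1 differences of 4.66 points in ESCs and -58.9 in neurons. With sites in MspI fragments, they were 19.3% in R1 ESCs, 20.5% in Tet/Tet ESCs, 41.1% in R1 neurons and 8.76% in Tet/Tet neurons, with Tet/Tet minus R1 differences of 1.12 points in ESCs and -32.4 in neurons. With CpG islands left out, they were 41.9% in R1 ESCs, 44.1% in Tet/Tet ESCs, 81.7% in R1 neurons and 15.6% in Tet/Tet neurons, with Tet/Tet minus R1 differences of 2.15 points in ESCs and -66.1 in neurons. Over 1 kb tiles they were 32.8% in R1 ESCs, 34.7% in Tet/Tet ESCs, 67.6% in R1 neurons and 13.8% in Tet/Tet neurons, with Tet/Tet minus R1 differences of 1.91 points in ESCs and -53.8 in neurons.

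A threshold of 25 points left 138277 sites higher and 109922 lower in Tet/Tet ESCs, and 26803 higher in Tet/Tet neurons. Sites in MspI fragments gave 102774 and 48910 in ESCs and 7886 and 466867 in neurons. Sites listed in all 4 libraries gave 12384 higher and 934641 lower in neurons, and leaving out CpG islands gave 26541 higher.

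For genes, 1 kb around the start site gave 82 higher and 27 lower in ESCs, and 3 and 3673 in neurons. With 1 site per 100 bp, 0 genes were higher in neurons. A threshold of 25 points left 9 higher and 3 lower in ESCs and 0 higher in neurons. Genes with at least 5 sites gave 2005 and 748 in ESCs and 8 higher in neurons. MspI fragments gave 112 and 13 in ESCs and 7030 lower in neurons. Leaving out CpG islands gave 847 and 173 in ESCs, and sites listed in all 4 libraries 57 lower in ESCs and 0 higher in neurons. Higher genes outnumbered lower genes in ESCs under each of these.

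The first and second components held 62.9% and 23.0% of the variance with scaling, 81.2% and 15.6% in MspI fragments, 73.3% and 17.1% without CpG islands and 84.7% and 13.02% over tiles. The mean absolute difference of the ESC pair was 4.67, 15.0 and 6.64 points in MspI fragments, without islands and over tiles, and that of the neuron pair 33.0, 66.5 and 53.9. With 1 kb upstream only, promoters with listed sites came to 60.8%, 66.1%, 74.7% and 73.3% in R1 ESCs, Tet/Tet ESCs, R1 neurons and Tet/Tet neurons, and with at least 3 sites to 73.4% in Tet/Tet ESCs.

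Among the single genes, Zfp639 in neurons turned to -3.02 points in MspI fragments, and Hist3h2a to -5.98 with 1 site per 100 bp, -0.601 with sites listed in all 4 libraries and -1.12 in MspI fragments. Of the other values for single genes, 8 moved without a change of sign and 31 stayed inside their intervals, some of which are wide. With sites listed in all 4 libraries, Ensa in ESCs went from 52.4 to 4.72 points, Sfr1 in neurons to 3.02 and Zfp639 to 0.602, all inside their intervals. The other 54 values of the main results did not move.

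Not run, because they need read counts: every read minimum, the read-weighted mean, thinning of reads, the coverage percentile, the site with the highest coverage, and adjusted p-values. Combining strands was not run because each CpG already had 1 value, and the Dnmt1 window was not run in neurons because Tet/Tet neurons were not analysed there. The unknown depth limits the counts of differing sites most, since sampling of few reads gives such differences. No paired analysis was possible because each condition has 1 library.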

Differences from the paper's values

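The paper's upper figure for unique CpG sites in classic RRBS is 2.0 M, where M is the prefix mega. All 4 libraries listed more. R1 neurons listed 5.30 M and Tet/Tet neurons 3.98 M, the latter in the analysed part of the genome only. In that part R1 neurons listed 4248677 sites. The excess was smaller in R1 ESCs (2.31 M) and Tet/Tet ESCs (2.94 M). On autosomes only, the counts were 5.15 M and 3.84 M in neurons and 2.24 M and 2.85 M in ESCs, in the same order, so the alternative set before the data were examined did not close the gap. Read minimums, which were also set before, could not be run.

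In Fig. 1D, R1 neurons stand apart on the first component while the other 3 libraries lie close together on it, and the second component sets Tet/Tet ESCs against Tet/Tet neurons. Here Tet/Tet neurons were at the far end of the first component from R1 neurons, with a score of -31418 against 39365, and both ESC libraries had second component scores of the same sign (-13010 for R1 ESCs and -11725 for Tet/Tet ESCs). The same order on the first component was found with scaling, on autosomes, in MspI fragments, without CpG islands and over 1 kb tiles, the last 3 chosen after seeing the data.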

Other observations

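The tests on imprinted and pluripotency promoters were chosen before their values were seen, except that the imprinted test was set to undecided after only 2 promoters were found to qualify. Of 17 imprinted genes, 12 had at least 5 shared sites within 1 kb of the start site. Their mean was 13.2% in R1 ESCs, 18.2% in Tet/Tet ESCs, 38.2% in R1 neurons and 8.63% in Tet/Tet neurons, and 12 of 12 were lower in Tet/Tet than in R1 neurons. In ESCs the medians ran the other way from the means, with 11.1% in R1 and 3.90% in Tet/Tet ESCs, and the higher mean came from Peg13, Meg3, Zrsr1 and Nnat, the only ones of the 12 that were higher in Tet/Tet ESCs. In the part of the genome not analysed for Tet/Tet neurons, over sites listed in the other 3 libraries, Kcnq1ot1 was at 3.81% in R1 and 21.4% in Tet/Tet ESCs, H19 at 44.6% and 67.4%, and Plagl1 at 7.64% and 3.98%. The hypothesis that the fall in Tet/Tet neurons makes no exception for imprinted promoters was set on promoters at 25% to 75% in R1 ESCs. In the 2 that qualified, Tet/Tet neurons were at 35.5% of the level of R1 neurons, and this number of promoters is too small to decide.

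Pluripotency promoters (5 of 12 listed genes) had means of 17.3% in R1 ESCs and 58.9% in R1 neurons, and of 19.9% in Tet/Tet ESCs and 9.38% in Tet/Tet neurons. The change from Tet/Tet ESCs to Tet/Tet neurons was -10.5 points as a mean, but 2 of 5 promoters were higher in Tet/Tet neurons. Dppa4, which gained most in R1 cells (4.14% to 88.0%), went from 3.36% to 15.5%. Pou5f1, which also gained in R1 cells (1.90% to 36.1%), went from 8.91% to 5.44%. The fall in the mean came mostly from Dppa3 (43.6% to 13.2%) and Esrrb (40.9% to 9.84%), which were already methylated in Tet/Tet ESCs. Tbx3 hardly moved (2.83% to 2.94%). The mean is that predicted by the hypothesis that these promoters do not gain methylation in Tet/Tet neurons, and Dppa4 is not. Resting on promoters methylated beforehand, the mean cannot decide on that hypothesis. The genome-wide fall in Tet/Tet neurons would give the same fall in the mean, so the test does not single out pluripotency genes. Germline promoters (10 of 12) were at 17.1% in R1 ESCs, 29.2% in Tet/Tet ESCs, 85.3% in R1 neurons and 18.1% in Tet/Tet neurons.

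In the 500 bp shown in Fig. 2A there are 18 CpGs within recognition sites of BstUI, the enzyme of the COBRA assay. The paper reports digestion in Tet/Tet neurons and not in the other cell types. Tet/Tet ESCs listed 18 of these CpGs with a mean of 15.8%, R1 neurons 18 with 0.373%, and R1 ESCs 9 with 0.414%. At the 9 CpGs listed in all 3 libraries, the mean in Tet/Tet ESCs was 2.503% and the highest value 4.48%. The values of 37.5% to 50% in Tet/Tet ESCs are at CpGs that R1 ESCs did not list. All of them lie inside the 288 bp window used here, and the 4.48% lies outside it. The matched CpGs inside that window, 20952777 and 20952779, were at 0% in Tet/Tet ESCs. The paper's primers were for its 288 bp region, so the matched mean over 500 bp does not speak for that region. COBRA data were not used here, and the primers' positions are not given in the paper's text. Whether these values conflict with the lack of digestion in Tet/Tet ESCs therefore cannot be decided.

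On mitochondrial DNA the mean was 3.19% over 90 sites in R1 ESCs, 7.37% over 111 in Tet/Tet ESCs, 15.9% over 69 in R1 neurons and 6.27% over 76 in Tet/Tet neurons. Across the shared sites, which are not independent replicates, Pearson's r between R1 and Tet/Tet ESCs was 0.791, and 0.936 inside MspI fragments of 40 to 220 bp, a restriction chosen after seeing the data.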
